# Reduced levels of two modifiers of epigenetic gene silencing, Dnmt3a and Trim28, cause increased phenotypic noise

**DOI:** 10.1186/gb-2010-11-11-r111

**Published:** 2010-11-19

**Authors:** Nadia C Whitelaw, Suyinn Chong, Daniel K Morgan, Colm Nestor, Timothy J Bruxner, Alyson Ashe, Eleanore Lambley, Richard Meehan, Emma Whitelaw

## Abstract

**Background:**

Inbred individuals reared in controlled environments display considerable variance in many complex traits but the underlying cause of this intangible variation has been an enigma. Here we show that two modifiers of epigenetic gene silencing play a critical role in the process.

**Results:**

Inbred mice heterozygous for a null mutation in *DNA methyltransferase 3a *(*Dnmt3a*) or *tripartite motif protein 28 *(*Trim28*) show greater coefficients of variance in body weight than their wild-type littermates. *Trim28 *mutants additionally develop metabolic syndrome and abnormal behavior with incomplete penetrance. Genome-wide gene expression analyses identified 284 significantly dysregulated genes in *Trim28 *heterozygote mutants compared to wild-type mice, with *Mas1*, which encodes a G-protein coupled receptor implicated in lipid metabolism, showing the greatest average change in expression (7.8-fold higher in mutants). This gene also showed highly variable expression between mutant individuals.

**Conclusions:**

These studies provide a molecular explanation of developmental noise in whole organisms and suggest that faithful epigenetic control of transcription is central to suppressing deleterious levels of phenotypic variation. These findings have broad implications for understanding the mechanisms underlying sporadic and complex disease in humans.

## Background

Experiments designed to analyze the significance of genes and environment on quantitative traits using laboratory rats and mice have found that 70 to 80% of all variation is of unknown origin [1]. Gartner [2] carried out experiments over a period of 20 years to analyze the significance of different components of random variability in quantitative traits. Reduction of genetic variability, by using inbred strains, and reduction of environmental variability, by standardized husbandry, did not significantly reduce the range of random phenotypic variability. Similarly, moving the animals into the wild to increase environmental variability did not increase random phenotypic variability, hence the term 'intangible variance' [1]. For example, only 20 to 30% of the range of the body weights of inbred mice was estimated to be the result of postnatal environment, with the remaining 70 to 80%, which Gartner termed 'the third component', being of unknown origin. These and other studies suggested that this phenotypic variation, also known as 'developmental noise' [3], is determined early in ontogeny [4,5].

Comparisons of classic quantitative traits, such as body weight and behavior, across mouse strains have been hampered by the difficulty of controlling for maternal effects. In the experiments described here, such effects have been ruled out by comparing mutant with wild-type littermates, raised in the same cage by the same dam. The studies have been carried out using mice heterozygous for known modifiers of epigenetic reprogramming, one of which (*Trim28^MommeD9/+^*) emerged from a dominant screen for modifiers of epigenetic reprogramming. In this screen *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis was carried out on inbred FVB/NJ mice carrying a variegating GFP transgene expressed in red blood cells [6]. The percentage of cells expressing the transgene is sensitive to the dosage of epigenetic modifiers. The screen has identified both known (*Dnmt1*, *Smarca5*, *Hdac1*, *Baz1b*) and novel (*SmcHD1*) genes [7-9] and has provided us with mouse models (*MommeD*s) to study the role of epigenetic reprogramming in whole organisms and populations.

Mice with reduced levels of DNA methyltransferases [10] and other modifiers of epigenetic reprogramming (for example, Suv39 h, Hdac1, Smarca5, Mel18) are viable, reproduce and are superficially phenotypically normal [11-13]. We were keen to discover subtle phenotypic abnormalities in *MommeD *mice and found that cohorts heterozygous for some modifiers of epigenetic gene silencing display greater phenotypic noise.

## Results

In the experiments described here the colonies were maintained by backcrossing to the inbred congenic strain, in some cases C57BL/6 and in other cases FVB/NJ, and offspring were weighed at weaning. A knockout allele of *Dnmt3a*, *Dnmt3a*^-^, a gift from En Li, was backcrossed for 11 generations to C57BL/6 and subsequently maintained in that background. Homozygosity for this allele (in the original mixed genetic background) has been shown to result in runting and death in the early postnatal period [14], but no phenotypic abnormalities were reported for heterozygous individuals. Here we show that in the inbred C57BL/6 background, haploinsufficiency for Dnmt3a was associated with a trend towards reduced body weight, a larger standard deviation from the mean and a significantly increased coefficient of variance compared to wild-type littermates (Figure 1). This effect appears to be more marked following paternal inheritance of the mutant allele but this could be the result of the larger dataset (Figure 1). In all cases the ratio of males to females was similar (data not shown). This result argues that reduction in the level of DNA methyltransferase 3a results in increased developmental noise.

**Figure 1:**
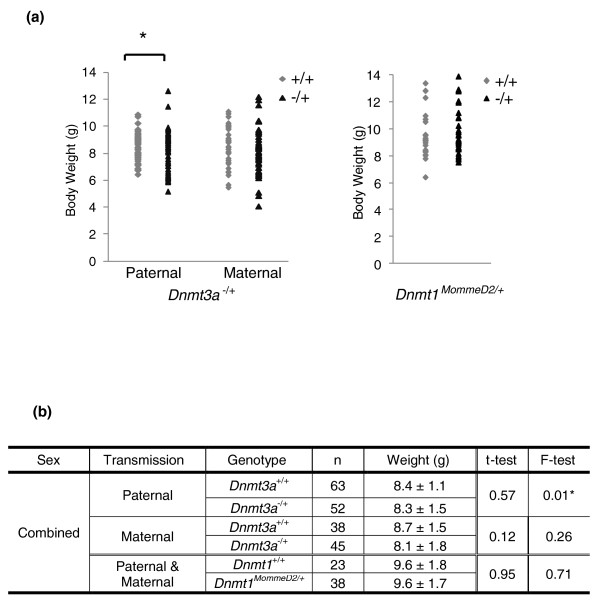
**Variance in weights of mice haploinsufficient for Dnmt3a**. **(a)** Mice from paternal and maternal transmission of the *Dnmt3a*^- ^null allele and the *Dmnt1^MommeD2 ^*allele were weighed and genotyped at 3 weeks of age (weaning). The data presented in these graphs are tabulated below. **(b) **There is significantly more variation in the weights of *Dnmt3a^-/+ ^*mice following paternal transmission of the mutant allele (F test, *P *= 0.01). *Dnmt3a*^- ^data were collected from wild-type and heterozygous mutant littermates from a wild-type x heterozygous cross. *Dmnt1^MommeD2 ^*data were collected from wild-type x heterozygous crosses (equal contributions from reciprocal crosses) and heterozygous intercrosses.

We were keen to discover whether similar effects would be seen with other proteins involved in epigenetic reprogramming. We have previously reported that *MommeD2 *mice carry a mutation in the *Dnmt1 *gene that destabilizes the protein and heterozygotes are haploinsufficient for Dnmt1 [7]. This mouse strain was produced and maintained on the FVB/NJ background. In *Dnmt1^MommeD2/+^* mice there was no difference in the mean, the range, or the coefficient of variance of body weight at weaning (Figure 1). Similarly, we have published previously that haploinsufficiency for Snf2 h (the protein disrupted in *Smarca5^MommeD4/+ ^*mice) resulted in smaller mean body weight but with no obvious increase in the coefficient of variance [7] and that haploinsufficiency for Baz1b (the protein disrupted in *Baz1b^MommeD10^* mice) resulted in no change to the mean body weight, nor the coefficient of variance [9].

Mice heterozygous for the *MommeD9 *mutation are viable and have a decrease in the percentage of red blood cells expressing GFP, that is, the gene is an enhancer of variegation [9]. Homozygous individuals die prior to midgestation and linkage analysis revealed that the mutation lies on chromosome 7 (mm8) [9]. We have now reduced the interval to a 3.4-Mb region (between rs31712695 and rs32435505) containing 52 genes (Additional file 1). The best candidate gene was *Trim28 *(also known as *Kap1*), a gene that codes for a bromodomain-containing protein. The human homolog has been shown to form a complex with heterochromatin protein 1 (HP1), histone deacetylase 1 (HDAC1) and the histone methyltransferase SETDB1 [15,16]. Sequencing of exons and intron-exon boundaries revealed a T to C point mutation 2 bp into intron 13 of *Trim28 *in mutant individuals (Figure 2a). This has been verified in over 100 mice. The mutation is predicted to prevent correct splicing and introduce a premature stop codon (Figure 2b). Northern and western analysis revealed half the level of *Trim28 *mRNA and protein in the heterozygous mutants (Figure 2c), presumably the result of nonsense-mediated mRNA decay of the mutant transcript. No abnormally sized mutant transcripts were observed. Assuming an ENU-induced mutation rate of 1 in 1.5 Mb, the probability of a second mutation in the coding region of this interval is extremely low (*P *= 0.0006 [17]). Based on these findings, in combination with the fact that homozygous mutant embryos [9] die at the same stage as that reported for the *Trim28 *knockout allele [18], we designated the mutant allele *Trim28^MommeD9^*.

**Figure 2:**
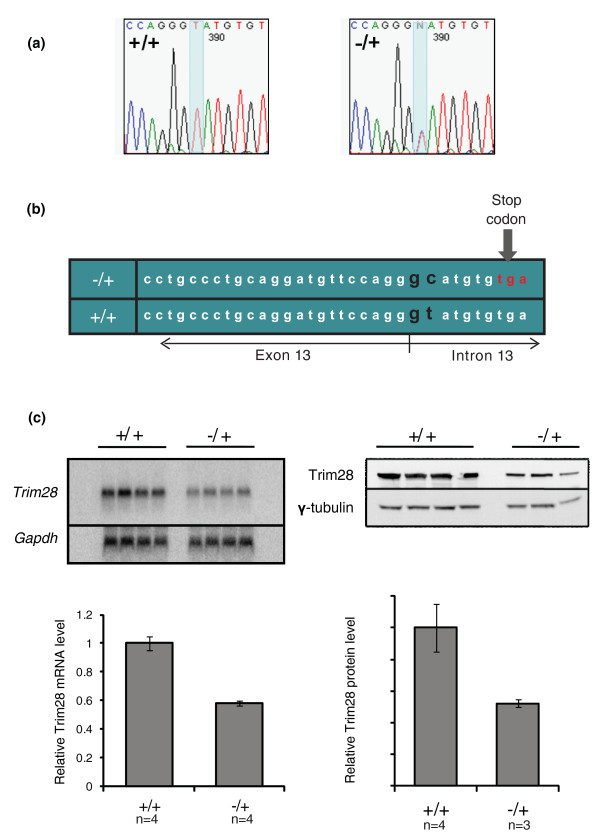
**Haploinsufficiency for *Trim28 *caused by a splice site mutation**. **(a)** Sequence chromatograms show that *MommeD9^-/+ ^*mice have a T to C mutation 2 bp into intron 13 of *Trim28*. **(b) **The mutation is expected to prevent splicing of intron 13 causing an in-frame premature stop codon. The splice acceptor site is shown in black. (**c**) Northern and western analysis of *Trim28 *mRNA and protein show that *MommeD9^-/+ ^*mice have a reduced dosage of Trim28. Error bars indicate + SEM.

As they age, some but not all female *Trim28^MommeD9/+ ^*mice became obese (Figure 3a). The body weights of female *Trim28^MommeD9/+ ^*mice and wild-type littermates between the ages of 3 and 40 weeks were measured. In this original data set, some individuals were weighed at more than one time point. When a single observation per mouse was randomly selected between the ages of 20 and 40 weeks (Figure 3b,c), the mean body weight of *Trim28^MommeD9/+ ^*females (34.2 ± 7.6 grams, n = 25) was greater than that of wild-type female littermates (28.9 ± 4.3 grams, n = 15; independent samples *t*-test with unequal variances, *P *= 0.008) and the coefficient of variance was also greater in *Trim28^MommeD9/+ ^*females (Levene's test, *P *= 0.005). Obesity was associated with liver steatosis, adipocyte hypertrophy and impaired glucose tolerance (Figure 4). Taken together, these results show that mice with a half dosage of *Trim28 *are predisposed to metabolic syndrome [19]. Some isogenic littermates do not display this phenotype, demonstrating a significant degree of stochasticity in the development of metabolic syndrome in *Trim28 *heterozygous mutants.

**Figure 3:**
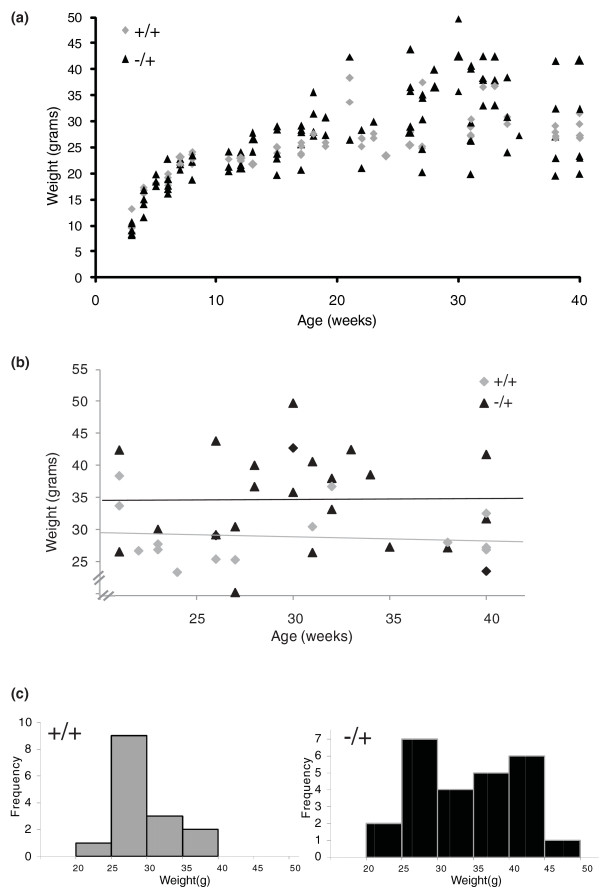
**Increased variation in body weight in *Trim28^MommeD9/+ ^*mice**. **(a)** Twenty *Trim28^+/+ ^*mice and 33 *Trim28^MommeD9/+ ^*mice (all female) were weighed between 3 and 40 weeks of age. The data are the sum of 170 data points representing 103 *Trim28^MommeD9/+ ^*and 67 *Trim28^+/+ ^*body weight measurements. *Trim28^MommeD9/+ ^*mice appear to have a greater variation in weight as they age. **(b) **There is no correlation between age and weight between 20 and 40 weeks of age in 15 *Trim28^+/+ ^*mice and 25 *Trim28^MommeD9/+ ^*mice; however, *Trim28^MommeD9/+ ^*mice are heavier on average (*P *= 0.008). (**c) ***Trim28^MommeD9/+ ^*mice have a significant increase in weight variation between the ages of 20 and 40 weeks (*P *= 0.005).

**Figure 4:**
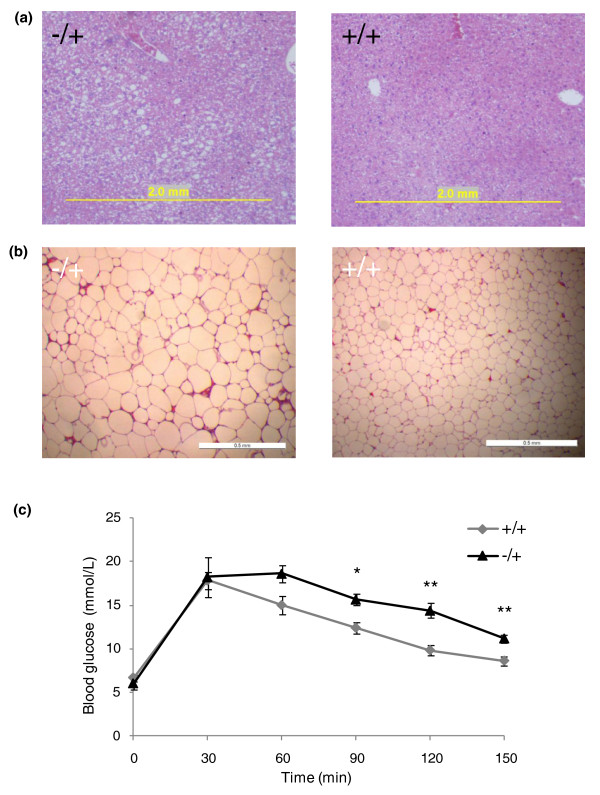
**Symptoms of metabolic syndrome in obese *Trim28^MommeD9/+ ^*mice**. **(a)** Liver tissue was dissected from an obese *Trim28^MommeD9/+ ^*mouse and a wild-type littermate. Tissues were sectioned and stained with H&E. **(b) **Inguinal fat pads were dissected from an obese *Trim28^MommeD9/+ ^*mouse and a wild-type littermate. Tissues were sectioned and stained with H&E. In both cases the data shown are representative of sections taken from at least five different *Trim28^MommeD9/+ ^*mutants and five different *Trim28^+/+ ^*individuals. **(c) **Four obese *Trim28^MommeD9/+ ^*mice and six *Trim28^+/+ ^*littermates were fasted for 15 hours and a blood glucose measurement was taken at t = 0. Mice were injected with 2 g/kg of a 20% glucose solution and blood glucose measurements were taken every 30 minutes for 150 minutes with a blood glucose monitor (Accu-Chek). *P < 0.05, **P < 0.005 (Students *t*-test).

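Liver expression in *Trim28 MommeD9/+* and *Trim28+/+* mice at 4 weeks of age was read from 16 arrays, of which the labels assign 7 to *Trim28 MommeD9/+* and 9 to *Trim28+/+*. The paper describes 4 mice per group with technical replicates, and neither its text nor the labels say which arrays share a mouse. Arrays are therefore the unit of every test here, and p-values over arrays are too small where several arrays come from 1 mouse. The authors deposited the mean bead intensity of each probe on each array, before background subtraction and normalization, with a detection p-value, and also a table of values on a linear scale from which a constant had been subtracted on each array before scaling to a common mean. The non-normalized intensities were corrected for background, quantile normalized and put on a log2 scale with limma's neqc (offset 16). Of 25697 probes, 10291 had a detection p-value under 0.01 on at least 3 arrays. The probe with the highest mean was taken for each gene symbol, which gave 7302 genes, and the genotypes were compared with limma at an adjusted p under 0.05. The mean intensity before normalization was 205 to 270 on the *Trim28 MommeD9/+* arrays and 273 to 344 on the *Trim28+/+* arrays. The constant that the authors subtracted was 38.6 ± 1.05 (SD, n = 7 arrays) for *Trim28 MommeD9/+* and 50.8 ± 4.09 (SD, n = 9 arrays) for *Trim28+/+*. By this constant the arrays form a set of 8 from 37.6 to 42.7, which holds every *Trim28 MommeD9/+* array and *Trim28+/+* replicate 1, and a set of 8 from 48.8 to 56.2, which holds the other *Trim28+/+* arrays. Background and genotype can be separated in these arrays by *Trim28+/+* replicate 1 alone. With the background sets as a block, each genotype value is therefore the mean of the *Trim28 MommeD9/+* arrays minus *Trim28+/+* replicate 1.

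**Figure D1:**
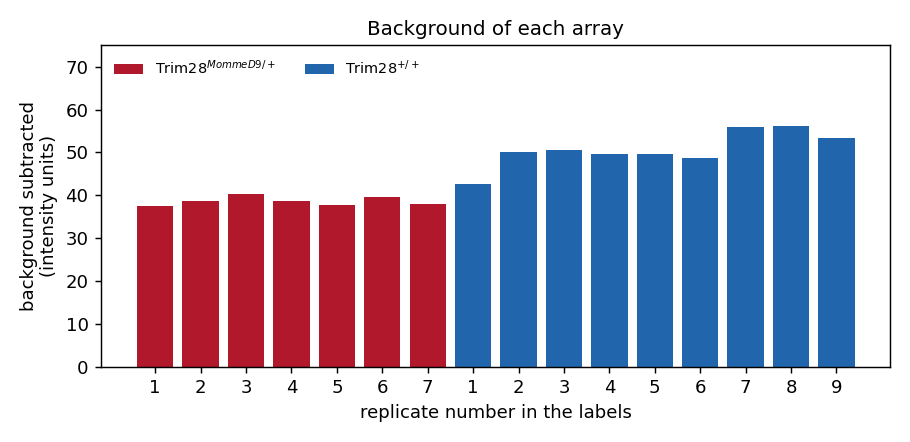
Background of each array, in intensity units, as the constant that the authors subtracted, against the replicate number in the labels. Each bar is 1 array, and *Trim28+/+* replicate 1 at 42.7 lies nearer to the *Trim28 MommeD9/+* arrays (37.6 to 40.3) than the other *Trim28+/+* arrays do (48.8 to 56.2).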

In an attempt to identify the genes that respond directly to reduced levels of Trim28, we carried out a genome-wide expression analysis (Illumina MouseRef-8 v2.0 Expression BeadChip) using RNA from livers of 4-week-old male *Trim28^MommeD9/+ ^*individuals (n = 4) and their wild-type male littermates (n = 4). At 4 weeks of age heterozygous mutants are not heavier than their wild-type littermates (Figure 3a) and their livers show no obvious pathology (data not shown). This time point was chosen in the hope of detecting initiating events. There were 59 genes significantly up-regulated in *Trim28^MommeD9/+ ^*individuals and 225 genes were significantly down-regulated (Additional file 2). 

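*Trim28* itself was lower in *Trim28 MommeD9/+* livers, with a normalized log2 intensity of 8.62 ± 0.07 (SD, n = 7 arrays) against 9.06 ± 0.23 (SD, n = 9 arrays), a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.00277 from limma). The *Trim28 MommeD9/+* arrays lay between 8.53 and 8.76, and *Trim28+/+* replicate 7 lay within this range at 8.63. Of the 7302 genes tested, 761 were higher in *Trim28 MommeD9/+*, 831 were lower and 5710 did not pass the test. The genes with the largest increases included *Bcl6*, a transcriptional repressor (log2 fold change 1.35, standard error 0.38, adjusted p = 0.0178, with 5 of 7 *Trim28 MommeD9/+* arrays above every *Trim28+/+* array), *Cyp2b10*, a cytochrome P450 induced by xenobiotics (1.22, standard error 0.31, adjusted p = 0.0109, with 0 of 7), and the uncharacterized gene *1700037H04Rik* (0.91, standard error 0.08, adjusted p = 6.23e-06), which was higher on 7 of 7 *Trim28 MommeD9/+* arrays than on any *Trim28+/+* array. *Nat8f4*, *Foxq1*, *Bbc3*, *Cxcl1*, *Gdpd3*, *Gstm6* and *Trib3* had log2 fold changes from 0.86 to 0.68. Among the genes with the largest decreases were *Rbp4*, which carries retinol in plasma (-1.61, standard error 0.34, adjusted p = 0.00358, with 4 of 7 *Trim28 MommeD9/+* arrays below every *Trim28+/+* array), and *Alas1*, the rate-limiting enzyme of heme synthesis in liver. *Alas1* had a log2 intensity of 10.96 ± 0.15 (SD, n = 7 arrays) in *Trim28 MommeD9/+* and 12.51 ± 0.51 (SD, n = 9 arrays) in *Trim28+/+* (-1.55, standard error 0.18, adjusted p = 9.29e-05 from limma), and was lower on 7 of 7 *Trim28 MommeD9/+* arrays than on any *Trim28+/+* array. *Rassf3* was not detected on any *Trim28 MommeD9/+* array and was at least 2.09-fold lower. The remaining genes of this group were *Ptma*, *Ugt2b34*, *Vapa*, *Ddx3x*, *Ndufb9*, *Apon*, *Cish*, *Pabpc1* and *Alb*, with log2 fold changes from -1.37 to -1.21. The *Alb* probe was dim in both genotypes. It read near background in *Trim28 MommeD9/+* (5.39, detected on 5 of 7 arrays) and 6.60 in *Trim28+/+* (detected on 9 of 9 arrays). *Ddx3x* was also near background in *Trim28 MommeD9/+* (5.11, detected on 2 of 7 arrays), so both folds rest on low signal. The calls of *Bcl6*, *Nat8f4* and *Foxq1* were lost with a block for replicate numbers (adjusted p = 0.0817, 0.108 and 0.0629 from limma), as were those of *Cxcl1* (0.165) and *Cish* (0.189). Arrays of the same number are not known to be related, so these losses do not show an effect of the number. The calls of *Bbc3* and *Cxcl1* were lost with median scaling (adjusted p = 0.0755 and 0.0908 from limma), and that of *Cish* with presumptive technical pairs (adjusted p = 0.0549). Single arrays decided the calls of *Cish*, lost without any 1 of *Trim28 MommeD9/+* replicates 1, 2, 3, 5 and 6 and *Trim28+/+* replicates 5 and 8 (adjusted p = 0.0582 to 0.0739), of *Cxcl1*, lost without *Trim28 MommeD9/+* replicate 1, 2 or 5 or *Trim28+/+* replicate 8 (adjusted p = 0.0525 to 0.0581), and of *Bbc3*, lost without *Trim28 MommeD9/+* replicate 6 (adjusted p = 0.0526).
Other genes that the paper names did not pass the test after quantile normalization. The log2 fold change was -0.24 for *Dnmt1* (adjusted p = 0.104 from limma), -0.09 for *Gapdh* (adjusted p = 0.183), 0.19 for *Smchd1* (adjusted p = 0.141), 0.08 for *Hdac1* (adjusted p = 0.418) and 0.10 for *Setdb1* (adjusted p = 0.289), and these last 3 change sign when arrays are scaled to a common median. With that scaling *Dnmt1* (-0.38, adjusted p = 0.00875 from limma) and *Gapdh* (-0.33, adjusted p = 0.000268) passed as lower. *Dnmt3a*, *Smarca5* and *Baz1b* were not among the genes tested. With arrays joined into presumptive technical pairs by the best overall matching within each genotype, 176 genes were higher and 311 were lower. With the background sets as a block, an alternative chosen after seeing the data, *Mas1* and *Fmr1nb* were higher and *Alas1* was lower (-2.23, standard error 0.34). *Trim28* kept its direction (-0.77, standard error 0.17). Among the other largest decreases, *Rbp4*, *Ptma* and *Alb* turned positive (0.20, 0.27 and 0.36), and *Ugt2b34*, *Vapa* and *Ndufb9* were at -0.07, -0.06 and -0.05. Decreases of *Rassf3*, *Ddx3x*, *Apon* and *Pabpc1* shrank (-0.56, -0.40, -0.25 and -0.23), while that of *Cish* grew (-2.72). Over all genes called lower without *Trim28+/+* replicate 1, that array lay at a median position of 0.968. On this scale the other *Trim28+/+* arrays are at 0 and the *Trim28 MommeD9/+* arrays at 1. Scaling to a common median in place of quantile normalization gave 35 genes higher and 2526 lower and moved the median log2 fold change of all genes from 0.05 to -0.19. That median was taken over all 25697 probes, of which 9186 to 10262 were detected on an array. The arrays were therefore aligned at a probe that was not detected, and not at the genes tested.

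**Figure D2:**
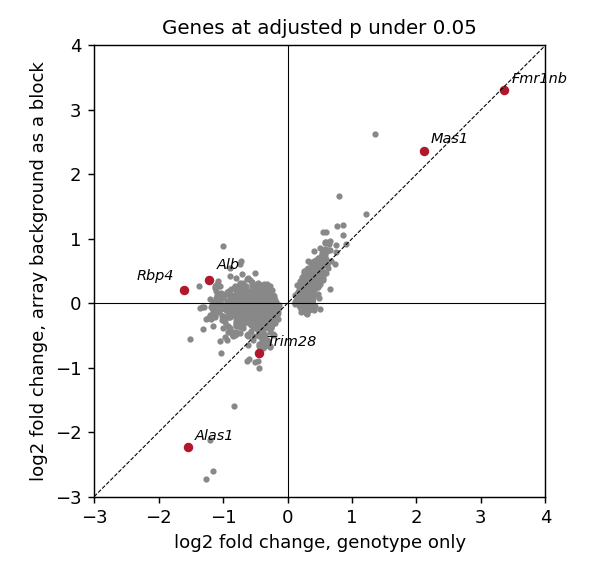
Log2 fold change of each gene at an adjusted p under 0.05, with genotype alone (horizontal axis) and with the background sets as a block (vertical axis). Each point is 1 gene and the dashed line marks equal values. *Mas1*, *Fmr1nb* and *Alas1* lie near the line or beyond it, and *Rbp4* and *Alb* lie above 0 on the vertical axis (0.20 and 0.36).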

The proto-oncogene *Mas1 *was expressed 7.8-fold higher in *Trim28^MommeD9/+ ^*individuals and was the most significant change. 

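*Mas1*, on chromosome 17, was detected on 7 of 7 *Trim28 MommeD9/+* arrays and on 0 of 9 *Trim28+/+* arrays, where its detection p-value was 0.0113 to 0.0965. Its normalized log2 intensity was 6.98 ± 0.21 (SD, n = 7 arrays) in *Trim28 MommeD9/+* and 4.87 ± 0.21 (SD, n = 9 arrays) in *Trim28+/+*, a log2 fold change of 2.11 (standard error 0.10, adjusted p = 2.13e-10 from limma). Since *Mas1* did not reach the detection threshold on the *Trim28+/+* arrays, it was at least 3.53-fold higher, taking the lowest detected intensity of each *Trim28+/+* array as its level. In the authors' scaled values its mean was 107 ± 18.7 (SD, n = 7 arrays) in *Trim28 MommeD9/+* and 13.6 ± 4.75 (SD, n = 9 arrays) in *Trim28+/+*, a ratio of 7.83. *Fmr1nb*, a neighbour of *Fmr1* on chromosome X, had the same pattern of detection, with 7.74 ± 0.38 (SD, n = 7 arrays) in *Trim28 MommeD9/+* and 4.38 ± 0.09 (SD, n = 9 arrays) in *Trim28+/+*, a log2 fold change of 3.36 (standard error 0.12, adjusted p = 2.1e-12 from limma) and a level at least 6.02-fold higher. These were the only 2 probes detected on every *Trim28 MommeD9/+* array and on no *Trim28+/+* array, while 17 probes were detected on every *Trim28+/+* array and on no *Trim28 MommeD9/+* array. With the background sets as a block, the log2 fold change was 2.37 for *Mas1* (standard error 0.21, adjusted p = 1.04e-05 from limma) and 3.31 for *Fmr1nb* (standard error 0.26, adjusted p = 3.25e-06). Without background correction the fitted folds were 2.30 for *Mas1* and 4.21 for *Fmr1nb*. Arrays that share a mouse make these p-values too small.

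**Figure D3:**
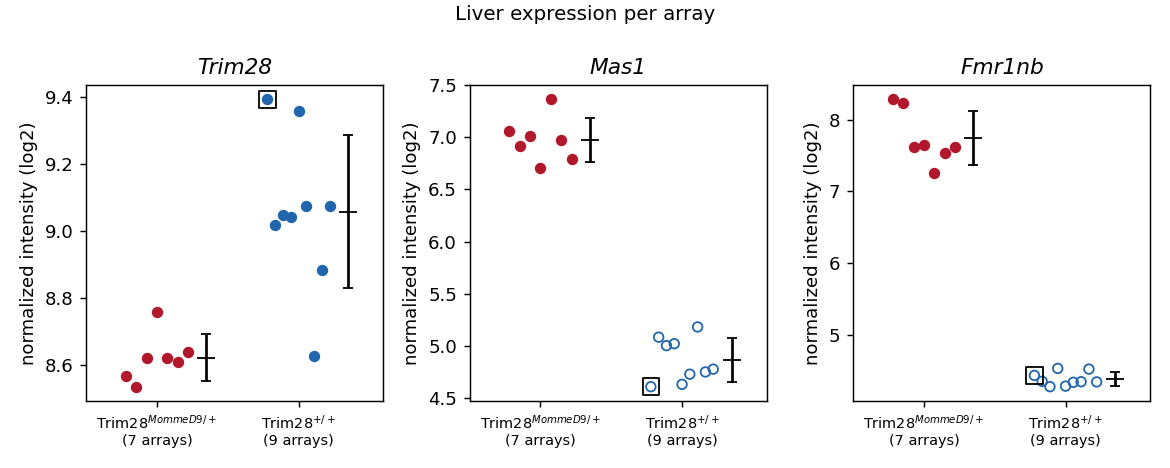
Normalized log2 intensity of *Trim28*, *Mas1* and *Fmr1nb* on each array. Filled points were detected (p-value under 0.01), open points were not, bars give the mean ± SD of 7 and 9 arrays, and a black square marks *Trim28+/+* replicate 1. Every *Trim28 MommeD9/+* array lies above every *Trim28+/+* array for *Mas1* and *Fmr1nb*, and *Trim28* is lower on the *Trim28 MommeD9/+* arrays apart from the overlap with *Trim28+/+* replicate 7 at 8.63.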

Quantitative PCR validation in additional sex and age-matched samples revealed that the expression level of *Mas1 *is highly variable across mutant mice (Figure 5; F test, *P *< 0.005). Mas1 is a G-protein coupled receptor recently identified as playing a central role in lipid metabolism and metabolic syndrome [20]. 

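Genes of inflammatory signalling and of retinoid X receptor-dependent metabolism and transport, and genes of glycine, serine and threonine metabolism, were called in both directions in *Trim28 MommeD9/+* livers after quantile normalization. After median scaling nearly all of those called were lower, as among all 7302 genes (35 higher and 2526 lower). Of 73 genes tested from a list of the first group, 8 were higher, 17 were lower and 48 did not pass the test (12 higher and 18 lower when adjusted over the list alone). *Ugt2b34*, a glucuronosyltransferase, had a log2 fold change of -1.36, *Aldh1a7*, an aldehyde dehydrogenase, -0.72 (standard error 0.12, adjusted p = 0.00132 from limma) and *Rxrg*, a retinoid X receptor, 0.42 (standard error 0.07, adjusted p = 0.00145). The list did not pass limma's camera test, which looks for a shift of a list in 1 direction against all other genes (adjusted p = 0.473). Its median log2 fold change of 0.05 and the direction of the test differ in sign. Camera does not test whether a list holds more called genes of either direction, and of all 7302 genes tested 1592 were called. Of 25 genes tested in glycine, serine and threonine metabolism, 2 were higher, 5 were lower and 18 did not pass (3 higher and 5 lower when adjusted over the list alone). They included *Alas1*, *Dld*, the dihydrolipoamide dehydrogenase shared by the glycine cleavage system (-1.04, adjusted p = 0.00252 from limma), *Dmgdh*, dimethylglycine dehydrogenase (-0.73, adjusted p = 0.00183), and *Gamt*, which completes creatine synthesis (0.50, adjusted p = 0.00318). This list did not pass camera either (adjusted p = 0.603), with a median of 0.07 and a downward direction of the test. The lists were written after reading Table S2, and 8 and 5 of their genes are in it, so their counts are not independent evidence of a direction. With median scaling, which lowers the median of all genes, 1 was higher and 27 were lower in the first list and 0 were higher and 10 were lower in the second, and *Rxrg* (0.19, adjusted p = 0.119 from limma) and *Gamt* (0.27, adjusted p = 0.0979) did not pass. With the background sets as a block, *Dld* and *Dmgdh* had values of 0.26 and 0.12 and neither passed the test.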

Ingenuity Pathway Analysis of dysregulated genes revealed that the two top canonical pathways were 'LPS/IL-1 mediated inhibition of RXR function' and 'Glycine, serine and threonine metabolism' while the two top gene networks (scores of 46 and 42) functioned in 'Tissue morphology, cell death, infection mechanism' and 'Hepatic system disease, liver cholestasis, lipid metabolism'. These results suggest that haploinsufficiency for *Trim28 *leads to a gene dysregulation signature in the liver, possibly via Mas1, that may be predictive of developing metabolic disease later in life. 

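Genes of lipid metabolism, of secreted proteins and of protein folding that passed the test in *Trim28 MommeD9/+* livers were more often lower than higher, and most genes of each list did not pass. Of 25 genes of fatty acid and triglyceride synthesis, 1 was higher and 5 were lower (2 and 6 when adjusted over the list alone), among them *Elovl2*, a fatty acid elongase (log2 fold change -1.10, adjusted p = 0.00145 from limma), and *Me1*, malic enzyme, a source of NADPH (-1.01, adjusted p = 0.00233). Of 27 genes of fatty acid oxidation, 2 were higher and 5 were lower (2 and 5 over the list alone), with *Hadhb* of the mitochondrial trifunctional protein at -1.05 (adjusted p = 0.0016). Of 22 genes of bile acid synthesis and transport, 2 were higher and 6 were lower (2 and 6 over the list alone), including *Baat*, which conjugates bile acids (-1.16, adjusted p = 0.00145), and the transporters *Slc10a1* (-0.44, adjusted p = 0.00562) and *Abcb11* (-0.33, adjusted p = 0.0138), whose calls were lost with presumptive technical pairs (adjusted p = 0.0837 and 0.076). None of these 3 lists passed camera (adjusted p = 0.342, 0.369 and 0.473), and with median scaling each had 0 genes higher and 10 lower. The median log2 fold change was 0.03 for fatty acid oxidation and 0.05 for bile acids, opposite in sign to the downward direction of the test. Of 41 genes for proteins secreted by hepatocytes, 1 was higher and 13 were lower (1 and 15 over the list alone), with *Itih2* at -1.17 (adjusted p = 0.00148) and *Apoh* at -0.80 (adjusted p = 0.00243), and camera gave an adjusted p of 0.00553 (adjusted p = 0.60 with an estimated correlation). Of 23 genes of the unfolded protein response, 1 was higher and 9 were lower (1 and 10 over the list alone), with the endoplasmic reticulum chaperones *Hsp90b1* at -0.61 (adjusted p = 0.00266) and *Hyou1* at -0.46 (adjusted p = 0.00682), and of 54 genes for cytosolic ribosomal proteins, 0 were higher and 13 were lower (0 and 14 over the list alone). Camera gave an adjusted p of 0.00268 for both lists (adjusted p = 0.548 and 0.60 with an estimated correlation). With median scaling 0 secreted proteins were higher and 32 lower, 1 gene of the unfolded protein response was higher and 17 lower, and 0 ribosomal proteins were higher and 36 lower. Of all 7302 genes, 35 were higher and 2526 lower with that scaling, so mostly lower calls are not particular to these lists. With the background sets as a block, the secreted proteins had a median of 0.04 and the direction of camera turned upward. Medians were -0.07 for the unfolded protein response, -0.02 for ribosomal proteins, 0.02 for fatty acid synthesis, -0.06 for fatty acid oxidation and -0.04 for bile acids. *Elovl2*, *Me1*, *Slc10a1*, *Abcb11* and *Apoh* had positive values. *Hadhb*, *Baat*, *Itih2*, *Hsp90b1* and *Hyou1* kept little of their decrease (-0.03, -0.09, -0.03, -0.07 and -4.1e-05). These values compare with *Trim28+/+* replicate 1 alone. From the dysregulated genes and their pathways, the paper proposes that loss of 1 *Trim28* allele gives an expression signature in the liver, possibly through *Mas1*, and that this signature may predict metabolic disease at a later age.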

We were interested in testing whether epigenetic regulatory mechanisms such as CpG methylation and histone methylation are important features in the control of gene expression by Trim28. Promoter classification analysis using previously published genome-wide methylation and histone mapping data [21] was performed on all genes classed as up-and down-regulated by the GenomeStudio (Illumina) analysis. The promoters of genes down-regulated in *Trim28^MommeD9/+ ^*individuals had a higher CpG density and a higher histone H3 lysine 4 trimethylation density (Additional file 3), suggesting that much of the gene dysregulation in mutant mice is targeted to a subset of genes with characteristic epigenetic features. These promoter regions may harbor epimutations that cause the mutant phenotypes in *Trim28^MommeD9/+ ^*mice.

**Figure 5:**
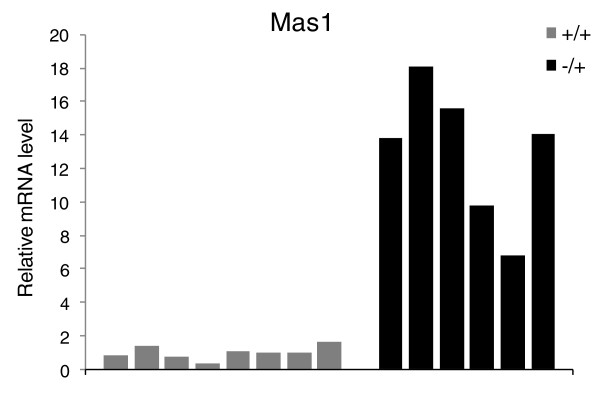
**Variable expression of *Mas1 *in *Trim28^MommeD9/+ ^*mice**. Expression levels of the *Mas1 *gene were validated by quantitative PCR on cDNA from additional *Trim28^MommeD9/+ ^*(n = 6) and wild-type individuals (n = 8). Levels were normalized to *Gapdh*.

A recent study of a *Trim28 *conditional knockout in the forebrain reported heightened anxiety and stress-induced behavior in mutant animals [22]. We tested the *Trim28^MommeD9/+ ^*adult mice in an open field test and found that some, but not all, individuals displayed reduced exploratory behavior as measured by both squares entered and the frequency of rearing on their hind legs (Figure 6). Again, the coefficient of variance in the mice haploinsufficient for *Trim28 *was significantly greater than that found in their wild-type littermates. *Trim28^MommeD9/+ ^*individuals also showed an increased frequency of defecation (5 of 19 mutants compared to 0 of 14 wild types during the test period), consistent with increased anxiety. There was no correlation between the mice that behaved abnormally in the behavioral test and body weight (Additional file 4).

**Figure 6:**
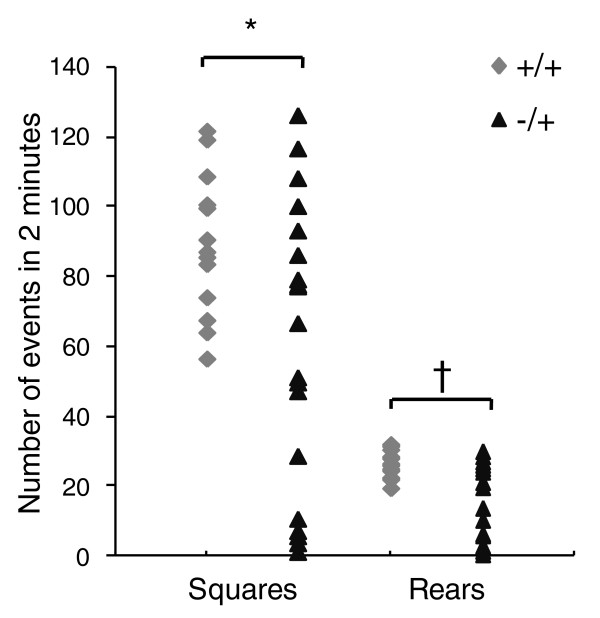
**Abnormal exploratory behavior in *Trim28^MommeD9/+ ^*mice**. The behavior of 19 *Trim28^MommeD9/+ ^*mice and 14 *Trim28^+/+ ^*mice was tested in an open field (40 cm × 40 cm). Mice were scored for the number of 10-cm^2 ^squares entered (Squares) and the number of times they reared on their hind legs (Rears) in a 2-minute period. *P < 0.05 (*t*-test and F test), ^†^*P *< 0.0005 (*t*-test and F test).

## Discussion

Transcriptional noise at the cellular level has been documented in single cell organisms [23,24]. Gordon and colleagues [25] have shown, using single cell observation of the bistable *lac *operon in *Escherichia coli*, that reduction in the levels of proteins regulating transcription can result in heritable aberrant behavior in genetically identical cells. Intrinsic variability in expression state at a number of genes in yeast has been shown to be associated with changes in the epigenetic state of their promoters [26-28]. The manifestation of this transcriptional noise at the level of multicellular organisms or populations is rarely considered. Interestingly, Raj and colleagues [29] have recently shown that increased transcriptional noise can lead to intestinal cell fate changes in *Caenorhabditis elegans *and that chromatin proteins may be involved. Our data are consistent with this finding. Here we have shown that reduced levels of two proteins involved in transcriptional gene silencing, Dnmt3a and Trim28, cause increased phenotypic variance in inbred littermates.

While developmental flexibility with respect to cell fate is necessary for complex organisms to produce multiple cell types, unfettered transcriptional noise appears to be detrimental. Not all inbred colonies haploinsufficient for epigenetic modifiers display changes in body weight (for example, Baz1b [9], Dnmt1) but more extensive phenotypic analysis using a broader range of measurements may reveal other traits with increased variation. Perhaps transcriptional noise at critical stages in early development results in increased variance in cell fate decisions among mutant offspring leading to changes in the proportions of different tissue types in the adult. While it is theoretically possible that reduced levels of epigenetic modifier proteins lead to increased genetic changes, we see no evidence of this using comparative genomic hybridization arrays (data not shown). Our data suggest that disrupting the epigenome can change gene regulatory networks and that this results in increased phenotypic variation.

## Conclusions

The capacity of an organism to ensure the production of a standard phenotype in spite of environmental disturbances is called canalization [30]. Our studies show that modifiers of epigenetic gene silencing are fundamental to this process and suggest that their levels have been fine-tuned by evolutionary pressures to allow cells to acquire different patterns of gene expression during differentiation, but at the same time to lock-in the transcriptional profile of differentiated cell types. Numerous studies in vertebrates and invertebrates using isogenic individuals raised in controlled environments show considerable variance for many phenotypic traits, for example, body weight and bristle number. This is the first report of any mechanism that can change the degree of variance at the level of the whole organism in mammals. Our findings have broad implications for the mechanisms underlying phenotype and disease in all multicellular organisms.

## Materials and methods

### Mouse strains and genotyping

Wild-type inbred C57BL/6J mice were purchased from ARC Perth (Perth, WA, Australia). Procedures were approved by the Animal Ethics Committee of the Queensland Institute of Medical Research. The ENU screen was carried out in an FVB/NJ inbred line that carry a GFP transgene, as described previously [6]. *Dnmt1^MommeD2 ^*mice and *Trim28^MommeD9 ^*mice were maintained in this background unless stated otherwise. *Dnmt1^MommeD2 ^*mice and *Trim28^MommeD9 ^*mice were classed as heterozygous or wild-type by fluorescence-activated cell sorting (FACS) analysis of GFP expression as described previously [7,9]. The *Dmnt3a^- ^*knockout allele was maintained on a C57BL/6 background and detected by PCR primers specific for the *neo *cassette, as described at the Jackson Laboratory website [31].

### Linkage analysis

FVB/NJ *MommeD9 *heterozygotes, homozygous for the GFP transgene, were backcrossed twice to C57BL/6 and phenotyped for GFP expression by flow cytometry, as previously described [9]. DNA from tail tips was used to perform a genome-wide linkage scan, which identified the linked interval on chromosome 7 [9]. We have reduced the linked interval from that reported by using additional SNP markers. Fine mapping using microsatellite and SNP markers polymorphic between FVB/NJ and C57BL/6 was carried out on 127 wild types and 103 heterozygotes to define the linked interval. Estimating the probability of ENU-induced coding mutations was performed using formulas accessible on the 'enuMutRat on zeon' website [32].

### RNA and cDNA analysis

Poly(A)^+ ^RNA was purified from the livers of 4-week-old male *Trim28^MommeD9/+ ^*mice and *Trim28^+/+ ^*littermates. RNA was separated on a 1% denaturing agarose gel, transferred and hybridized with a fragment encompassing *Trim28 *exons 11 and 12 using PCR primers (Additional file 2). cDNA was prepared from total RNA from the livers of 4-week-old *Trim28^MommeD9/+ ^*mice and *Trim28^+/+ ^*littermates using random priming and the Superscript^®^III system (Invitrogen, Carlsbad, CA, USA). Quantitative RT-PCR reactions were prepared using SYBR^® ^Green PCR Master Mix (Applied Biosystems, Carlsbad, CA, USA). PCRs were run on standard programs using a Rotor-Gene 3000 (Corbett/Qiagen, Valencia, CA, USA). *Mas1 *mRNA was amplified with primers: 5′-AAGCCTCTAGCCCTCTGTCC-3′ (forward) and 5′-GGTCCATGAGGAGTTCTTGA-3′ (reverse).

### Protein analysis

Nuclear extracts were prepared from the spleens of 4-week-old *MommeD9 *mice. Approximately 5 μg of proteins were separated by SDS-PAGE on a 4 to 12% Bis-tris polyacrylamide gel (Invitrogen) and were analyzed with a monoclonal antibody to Trim28 (MAB3662, Millipore, Billerica, MA, USA).

### Expression arrays

For Illumina BeadArray analysis, total liver RNA from *Trim28^MommeD9/+ ^*mice (n = 4) and *Trim28^+/+ ^*mice (n = 4) was assessed for integrity using the Agilent Bioanalyzer 2100, and RNA integrity (RIN) scores above 8 were present in all samples. RNA was amplified using the Illumina TotalPrep RNA Amplification kit (Ambion, Carlsbad, CA, USA). Amplified cRNA was assessed for quantity and quality also using the Agilent Bioanalyzer 2100. RNA was hybridized to MouseRef-8 v2.0 Expression BeadChip (Illumina, Carlsbad, CA, USA) according to the manufacturer's instructions. 

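The 16 arrays had similar liver expression profiles, with a correlation across the 7302 genes of at least 0.959 for any pair of arrays, a median of 0.985 within a genotype and 0.982 between genotypes. These are correlations across genes, which are not independent replicates. After each gene was centred on its mean over all arrays, the best matching of arrays within each genotype joined *Trim28 MommeD9/+* replicates 1 and 2 (r = 0.862), 3 and 6 (r = 0.787) and 4 and 7 (r = 0.736), and *Trim28+/+* replicates 2 and 3 (r = 0.732), 4 and 7 (r = 0.473), 5 and 8 (r = 0.635) and 6 and 9 (r = 0.780). *Trim28 MommeD9/+* replicate 5 and *Trim28+/+* replicate 1 remained single. The *Trim28+/+* pairs and replicate 1 make more units than the 4 *Trim28+/+* mice of the paper, so not every unit can be a separate mouse. These 7 presumptive technical pairs were chosen by similarity and are not given by the labels, and *Trim28+/+* replicate 7 was more like *Trim28+/+* replicate 8 (r = 0.517) than its partner. Their consensus correlation in limma was 0.527. Because the pairs were picked for similarity on these same arrays, that choice may raise this value, which does not measure technical replication. For *Trim28* the adjusted p from limma was 0.0338 with the pairs as a random block.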

Technical replicates were performed for all samples. BeadChip arrays were scanned with Illumina BeadStation Scanner and data values with detection scores were compiled using BeadStudio (Illumina). The gene expression data were analyzed by the GenomeStudio Gene Expression Module (Illumina). Genes with significantly different expression (difference score > 16) were analyzed using Ingenuity Pathway Analysis. 

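The genes past a threshold in *Trim28 MommeD9/+* livers varied with the threshold. At an adjusted p under 0.025 from limma, 456 genes were higher and 656 were lower, and at an unadjusted p under 0.025, 1119 were higher and 1008 were lower. When a fold change of at least 1.5 was required beside an adjusted p under 0.05, 30 genes were higher, *Mas1* and *Fmr1nb* among them, and 302 were lower, among them *Alas1* and *Rbp4*. The difference score of GenomeStudio is a transformed p-value that carries the sign of the change. In Table S2 of the paper, all 284 scores exceed 16 in size, and the paper's scores run from 16.01 to 46.68 in size. Their sign is opposite to that of the fold change for all 59 genes listed as higher and all 225 listed as lower, so the fold change was taken as the direction. The score also rests on the spread between the beads of a probe, which was not analysed here.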

The expression data have been deposited in NCBI's Gene Expression Omnibus (GEO), and is accessible through GEO Series accession number [GEO:GSE23512] [33].

### Behavioral testing

*Trim28^MommeD9/+ ^*mice and *Trim28^+/+ ^*littermates between the ages of 5 and 11 months were placed into a 40 cm × 40 cm box with a grid dividing it into 16 squares (10 × 10 cm). Mice were placed in the open field and scored for the number of squares entered, and number of times the mouse reared up on its hind legs over a 2-minute period. Data were collected by two independent investigators, one of whom was blind to genotype. The data were the average of the two scores and scores were 90% concordant.

## Abbreviations

ENU: *N*-ethyl-*N*-nitrosourea; GEO: Gene Expression Omnibus; GFP: green fluorescent protein; H&E: haematoxylin and eosin; SNP: single nucleotide polymorphism.

## Authors' contributions

NCW, SC, DKM, CN, TJB, AA, EL and RM carried out the experiments and helped to draft the manuscript. EW conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. List of genes in the *MommeD9 *linked interval. Click here for file

Additional file 2 **Table S2**. 

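The genes listed in Table S2 had the listed direction in the comparison of 7 *Trim28 MommeD9/+* and 9 *Trim28+/+* arrays. Of 284 genes, 241 were tested here, and the 52 listed as higher and the 189 listed as lower all kept their direction, with 51 and 183 at an adjusted p under 0.05 from limma. The study chose these genes on the same arrays, so this is not independent evidence of their direction. Among the genes with the largest listed changes, *Ocln*, of the tight junction, had a log2 fold change of 0.62 (standard error 0.10, adjusted p = 0.00138 from limma) and *Myh10*, a nonmuscle myosin, 0.54 (standard error 0.10, adjusted p = 0.00172). *Ddx3x*, an RNA helicase, had -1.32 (standard error 0.19, adjusted p = 0.000739) and *Nudcd2* -1.12 (standard error 0.20, adjusted p = 0.00148). *Myh10* was detected on 2 of 9 *Trim28+/+* arrays, and *Ddx3x* and *Nudcd2* on 2 and 4 of 7 *Trim28 MommeD9/+* arrays, so the size of these changes depends on the background level. *Emc7* was detected on every *Trim28+/+* array and on no *Trim28 MommeD9/+* array, and was at least 1.61-fold lower. For 212 of the 247 listed genes with a probe named here, the listed fold equals, within 0.011, the ratio of the mean scaled values over 7 and 9 arrays. When *Trim28+/+* replicate 1 was counted with *Trim28 MommeD9/+*, 30 did. With the background sets as a block, which compares the *Trim28 MommeD9/+* arrays with *Trim28+/+* replicate 1 alone, 183 of the 241 genes kept the listed direction. A further 1358 genes passed the test here and are not in Table S2.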

Gene expression analysis of *Trim28^MommeD9/+ ^*mice. Click here for file

Additional file 3 **Figure S1**. Promoter characteristics of aberrantly expressed genes in *Trim28^MommeD9/+ ^*mice. Genome-wide expression analysis (Illumina MouseRef-8 v2.0 Expression BeadChip) was performed using RNA from the livers of 4-week-old male *Trim28^MommeD9/+ ^*individuals (n = 4) and their wild-type littermates (n = 4). Promoter classification analysis was performed on genes classed as upregulated (n = 59) and downregulated (n = 225) by the GenomeStudio Gene Expression Module (Illumina). (**a**) Promoters were classified as low (LCP), intermediate (ICP) or high (HCP) CpG density. (**b**) Promoters were classified as having histone 3 lysine 4 trimethylation (K4), histone 3 lysine 27 trimethylation (K27), both marks (K4 + K27) or neither mark. Click here for file

Additional file 4 **Figure S2**. No correlation between body weight and open field activity. The body weights of 10 *Trim28^+/+ ^*mice and 14 *Trim28^MommeD9/+ ^*mice were plotted against their activity in an open field test (Squares). Click here for file

# Supplementary material for: Reduced levels of two modifiers of epigenetic gene silencing, Dnmt3a and Trim28, cause increased phenotypic noise
**Source:** Genome Biol. 2010 Nov 19;11(11):R111. doi: 10.1186/gb-2010-11-11-r111
**Supplement:** Additional file 1 — Table S1. List of genes in the MommeD9 linked interval.

Data is based on the NCBI m37 mouse assembly

How the deposited data were processed for this re-analysis (not part of the article)

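Total RNA from livers of 4-week-old *Trim28 MommeD9/+* and *Trim28+/+* mice was hybridized to Illumina MouseRef-8 v2.0 BeadChips by the authors. The paper gives 4 mice per group and technical replicates, and the labels give 7 arrays as *Trim28 MommeD9/+* and 9 as *Trim28+/+*. All arrays were grouped as labelled. The labels number the arrays within each genotype, and arrays of the same number in both genotypes had correlations of centred values from -0.394 to 0.479, with 2 of 7 numbers correlating best with their own, so the numbers were not used as pairs.

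The authors deposited intensity values per probe and array that are neither background-subtracted nor normalized. Beside each intensity the authors deposited a detection p-value, where a small p-value means a signal above the negative controls. A second table of the authors holds intensity values on a linear scale, in which each array is a straight line of the non-normalized values, with negative values kept. The paper names BeadStudio for compiling the values and GenomeStudio for the expression analysis, and the labels name GenomeStudio. Their versions are not given in the sources used here.

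The non-normalized table holds 25697 probes, after 833 blank lines were removed. A gene symbol was assigned to 23978 probes, 23962 of them updated through the Entrez identifier, and 1719 had none. Background correction, quantile normalization and log2 transformation were made with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. A probe was kept when its detection p-value was under 0.01 on at least 3 of the 16 arrays, which left 10291 probes, 603 of them with no symbol. For the 1789 genes with more than 1 such probe, the probe with the highest mean was used, and for 29 called genes another probe passed the test in the opposite direction. Genotypes were compared over 7302 genes with limma's linear model and moderated test with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Where a gene was not detected on any array of a group, the fold change is a lower bound against the lowest detected intensity of each array. The number of arrays limits the precision, and 3307 of the genes tested had a mean log2 intensity under 7.

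Named genes were those the paper names, the 12 with the largest increase and the 12 with the largest decrease among the genes that passed the test and were detected on every array of the group in which they were higher, up to 4 members of each gene list with the smallest p, and the 6 highest and 6 lowest folds of Table S2. Values in Table S2 had been read when this rule was written. In all, 37 gene lists of liver pathways, cell types and gene classes were written before the data were examined and after Table S2 had been read. The 31 lists with at least 5 genes tested were compared with all other genes by camera of limma (preset correlation 0.01, and an estimated correlation beside it). Fry of limma, which tests whether the genes of a list move on balance one way and makes no comparison with other genes, was run on the same lists. The spread between arrays was compared by a permutation test over all splits of the arrays. It permutes residuals from the mean of each genotype, rescaled for group size, and is therefore approximate. Other analyses used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The model, the list test and the test of spread were tested on simulated data with known changes.

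Alternatives planned at the start were the normalization, the filter on dim probes, the authors' values, all probes, robust and weighted fits, a block for replicate numbers, presumptive technical pairs, other thresholds and leaving out each array. Median scaling used the median of all 25697 probes, most of which were not detected on an array. The block for the background sets of arrays, this block with the pairs, the comparison within the low-background set and the linear ratio for genes of Table S2 were added after seeing the data. Promoter classes were not analysed here, since no genome sequence was used. Quantitative PCR and the measurements of other tissues were not analysed here.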

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

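The 3 tests that use the background sets of arrays and the splits that keep presumptive pairs whole were chosen only after the result was seen, and the tests of technical replicates, of splits of single arrays and of germ cell RNA were set before, apart from the limit on detectable germline genes, which was added after.

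In 132 tests of whether 1 array lay far from the others of its genotype, 11 arrays' values did so, and chance gives about 1 in 20. Of these, 10 belong to *Trim28+/+* replicate 1, which lay below the other *Trim28+/+* arrays in *Ptma* (log2 intensity 5.90), *Ugt2b34* (6.08), *Ndufb9* (6.63), *Alb* (5.03), *Elovl2* (7.28), *Abcb11* (8.63), *Dld* (4.88) and *Dmgdh* (6.24) and above them in *Smchd1* (5.86) and in the number of probes detected (10262). *Trim28 MommeD9/+* replicate 3 lay below the other *Trim28 MommeD9/+* arrays in *Ocln* (5.71).

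The first pattern is the number of genes that differ between the genotypes, 1592. A chance split of single arrays can be excluded, since 1 of 100 splits into 7 and 9, the real one, called as many, but most such splits part arrays that resemble each other. Among the 70 splits that keep the presumptive pairs whole, the real one alone called as many and another called 1311, which points to a structure of the samples across the genotypes, and since the labels do not give the mice, chance between mice is not settled. Arrays of 1 mouse counted as separate samples remain open, since a share of 0.306 of the calls passed with presumptive pairs as a random block. Those pairs were chosen by similarity, which may itself lower this share. Array background remains open for the lower genes. There the median position of *Trim28+/+* replicate 1 between the other *Trim28+/+* arrays (at 0) and the *Trim28 MommeD9/+* arrays (at 1) was 0.968 over genes called without it. Another *Trim28+/+* array reached at most 0.253. For the higher genes background remains open less clearly (0.575 against at most 0.446). This rests on 1 array, whose mouse may also differ. The paper reports technical replicates for all samples, so another array may share that mouse. The nearest array to *Trim28+/+* replicate 1 by centred values was *Trim28+/+* replicate 5 (r = 0.490). The genotype itself, with *Trim28* at 9.39 on *Trim28+/+* replicate 1 as in *Trim28+/+*, stays among the explanations.

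The second pattern is *Mas1* and *Fmr1nb*. *Fmr1nb*, which the paper's text does not discuss but Table S2 lists with a fold of 9.92, was detected on every *Trim28 MommeD9/+* array and on no *Trim28+/+* array (log2 fold change 3.36). Array background is argued against as the cause, since *Trim28+/+* replicate 1 lay at 0.0177 at most on the scale from the other *Trim28+/+* arrays to the *Trim28 MommeD9/+* arrays, and both genes passed limma with the background sets as a block, although both tests rest on that array. RNA of germ cells in the *Trim28 MommeD9/+* livers cannot be told apart, since 0 other genes of the germline list were detected on every *Trim28 MommeD9/+* array and on no *Trim28+/+* array, but only 3 of them passed the detection filter (log2 fold changes of 0.04 to 0.53, none past the test) and genes at background exclude nothing. An effect of the genotype may also account for these 2 genes and stays open as a hypothesis, and the quantitative PCR of *Mas1* that the paper reports in additional mice was not analysed here.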

How the results depend on the processing

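The background block, that block with the technical pairs, the low-background arrays alone and the linear ratios for genes of Table S2 were chosen only after the data were seen, and the other alternatives were set before. Against 761 genes higher and 831 lower, median scaling gave 35 and 2526, the authors' values 368 higher, no filter on dim probes 461 higher, all probes 1259 lower, the block for replicate numbers 162 and 379, technical pairs 176 and 311, an adjusted p under 0.025 456 higher, and a fold change of at least 1.5 30 and 302. The background block gave 2 and 1, this block with the pairs 2 and 2, and the low-background arrays, where the lone *Trim28+/+* array is assumed to vary like the others, 20 and 28, of which 12 and 8 were called with all arrays. Leaving out each array in turn gave 502 to 981 higher and 664 to 974 lower, with 502 higher without *Trim28 MommeD9/+* replicate 6. The 3 gene lists that passed camera became 6 with median scaling, 0 with an estimated correlation and 3 to 4 without each array, and fry, which makes no comparison with other genes, passed 7 lists, 2 of them among those 3. *Mas1* ranged from 2.04 to 2.16 without each array and was 2.97 as a ratio of mean scaled values and 0.96 as a ratio of mean non-normalized values. The fitted fold of *Mas1* (4.32) was 2.30 without background correction and 8.20 with the authors' values, and that of *Fmr1nb* (10.3) was 4.21 and 120.3. These folds depend on the floor, since neither gene reached the detection threshold on any *Trim28+/+* array. *Trim28* ranged from -0.49 to -0.39 without each array, was -0.87 as a ratio of mean non-normalized values, and no longer passed with the background block (-0.77, adjusted p = 0.186 from limma) or with that block and the pairs (-0.77, adjusted p = 0.35). All 241 genes of Table S2 that were tested kept the listed direction without each array. The median log2 ratio of spreads was -0.42 to -0.32 without each array. It no longer passed the permutation test of residuals with median scaling (-0.26, p = 0.249) or without the filter (-0.13, p = 0.154). *Selenow* reversed with median scaling (-0.012). With the background block and in the low-background arrays, and then with block and pairs, the sign reversed for *Rbp4* (0.20, 0.18), *Ptma* (0.27, 0.25), *Alb* (0.36, 0.35), *Elovl2* (0.13, 0.12), *Me1* (0.085, 0.077), *Slc10a1* (0.0016, 0.0097), *Abcb11* (0.14, 0.13), *Dld* (0.26, 0.24), *Dmgdh* (0.12, 0.13), *Apoh* (0.11, 0.086) and *Slc27a5* (-0.094, -0.092). Of 58 named genes that passed the test, 3 did so with the background block. The background block and the low-background arrays both compare the *Trim28 MommeD9/+* arrays with *Trim28+/+* replicate 1 alone, and their log2 fold changes are the same. The cause was not tested for any of these changes. A block for the BeadChip was not run, since the labels used here do not give the chip, and the promoter test was not run. Of the genes called, 322 higher and 395 lower had a mean log2 intensity under 7, where low signal over background limits the fold change.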

Differences from the paper's values

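The linear ratios for genes of Table S2 were computed only after the values were seen, and the other alternatives were set before the data were examined. At an adjusted p under 0.05 from limma, 761 genes were higher, against the paper's 59, and 831 were lower, against the paper's 225. The thresholds differ, since the paper required a difference score above 16. For the higher genes all 29 alternatives differ from the paper's number, the closest being median scaling with 35. For the lower genes, 2 alternatives do not differ by over 1.5 times, the technical pairs (311) and a fold change of at least 1.5 beside the adjusted p (302), and the other 27 do. For *Myh10* the fold change was 1.46 and the paper's is 1.78, for *Ddx3x* -2.49 and the paper's -4.45, for *Nudcd2* -2.17 and the paper's -3.68, and for *Alb* -2.32 and the paper's -3.59. *Myh10* was detected on 2 of 9 *Trim28+/+* arrays, and *Ddx3x*, *Nudcd2* and *Alb* on 2, 4 and 5 of 7 *Trim28 MommeD9/+* arrays. Each fold is therefore taken against a group near background and depends on the floor of the scale used. With the authors' values on a log2 scale the folds were 1.90, -4.09, -3.54 and -3.36, which do not differ. The ratio of mean scaled values, added after the values were seen, was 1.78, -4.45, -3.68 and -3.59, with the listed direction for all of these genes. *Alb* also did not differ with median scaling (-2.64) or without *Trim28+/+* replicate 1 (-2.65), and every other alternative set before the data were examined differs. The paper calls *Mas1* the most significant change, while *Fmr1nb* had the smaller adjusted p from limma here (2.1e-12 against 2.13e-10). Its abstract also gives *Mas1* the greatest average change, while Table S2 lists a fold of 9.92 for *Fmr1nb* and 7.83 for *Mas1*. By the size of the paper's own score *Mas1* (46.68 in size) ranks first in Table S2, and in limma both passed under every alternative that left out 1 array.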

Other observations

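The tests with the background sets as a block were chosen only after the data were seen, and the other tests were set before. Glutathione S-transferases and markers of Kupffer cells, the resident macrophages of the liver, were more often called higher than lower in *Trim28 MommeD9/+* livers after quantile normalization. After median scaling they were more often lower, as were all 7302 genes (35 higher and 2526 lower), but both list medians lay above that of all genes. Of 18 glutathione S-transferases, 6 were higher and 1 was lower (7 and 1 when adjusted over the list alone), among them *Gstt2* (log2 fold change 0.64, adjusted p = 0.00109 from limma), *Gstm6* and *Gsta4* (0.45, adjusted p = 0.002), and 6 genes of this list are in Table S2. Of 20 Kupffer cell and macrophage markers, 9 were higher and 1 was lower (10 and 2 over the list alone). The higher genes included *Vsig4* (0.44, adjusted p = 0.00213 from limma), *Fcna* (0.51, adjusted p = 0.00242), *Folr2* (0.58, adjusted p = 0.00242) and *C1qc* (0.47). The lower gene was *Cd163* (-0.62, adjusted p = 0.00145 from limma), which was detected on 0 of 7 *Trim28 MommeD9/+* arrays and 6 of 9 *Trim28+/+* arrays. Neither list passed camera (adjusted p = 0.313 and 0.102). With the background sets as a block, camera gave an adjusted p of 0.0027 and 0.00874, and the adjusted p with an estimated correlation was 0.325 and 0.571. With median scaling, which lowered the median of all genes to -0.19, the medians of the lists were -0.06 and -0.0031, with 2 higher and 6 lower among the transferases and 1 higher and 4 lower among the markers, and camera, which compares with all other genes, gave an adjusted p of 0.0615 and 0.00399 (adjusted p = 0.972 for both with an estimated correlation). *Gsta4*, *Vsig4*, *Fcna* and *C1qc* did not pass with that scaling (adjusted p = 0.149, 0.227, 0.0609 and 0.174 from limma). Of the 31 lists compared, 3 passed camera. Among markers of other cell types, 3 of 21 genes tested were higher and 1 lower for endothelial cells, 4 of 20 were higher and 1 lower for stellate cells and fibroblasts, and 2 of 5 were higher and 0 lower for cholangiocytes, and with median scaling these became 0 and 9, 0 and 4, and 0 and 1. Of 4 lymphocyte and natural killer cell markers 0 were higher and 2 were lower, of 8 erythroid markers 0 were higher and 1 was lower, and of 4 pancreatic acinar markers 0 were higher and 1 was lower, and no gene passed among 4 neutrophil markers, 2 skeletal muscle markers and 1 adipocyte marker. Of 28 proteasome genes 2 were higher and 9 were lower, and of 65 genes of oxidative phosphorylation 2 were higher and 14 were lower, and neither list passed camera (adjusted p = 0.124 and 0.473). With median scaling 0 proteasome genes were higher and 18 were lower, and that list passed camera (adjusted p = 0.0119, and adjusted p = 0.972 with an estimated correlation), and 0 genes of oxidative phosphorylation were higher and 30 were lower (adjusted p = 0.0615). These results are over arrays, of which several come from 1 mouse.

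Of the genes in the interval linked to *MommeD9*, listed in Table S1, 13 were tested. *Bbc3* (log2 fold change 0.80), *Selenow* (0.25) and *Slc27a5* (0.21) were higher, *Trim28* and *Napa* (-0.21) were lower, and 8 did not pass the test. With median scaling 0 genes of the interval were higher and 4 were lower, the call of *Bbc3* was lost (adjusted p = 0.0755 from limma) and *Slc27a5* was at 0.0051 (adjusted p = 0.967). *Selenow* reversed with that scaling and *Slc27a5* with the background sets as a block, and *Selenow*, *Slc27a5* and *Napa* did not pass with presumptive technical pairs (adjusted p = 0.0541, 0.136 and 0.11 from limma). Of 9 genes tested on chromosome 17 from a list of *Mas1* and its neighbours, 7 did not pass, among them the neighbours *Plg* (0.05, adjusted p = 0.461), *Igf2r* (0.09, adjusted p = 0.322) and *Mrpl18* (0.02, adjusted p = 0.845), which were named after their values were seen, and with median scaling 1 gene of the list was higher and 5 were lower. *Tcp1* had a log2 fold change of -0.58 (adjusted p = 0.0028), and of -0.19 with the background sets as a block (adjusted p = 0.919). Near *Fmr1nb* on chromosome X, *Eola1* was higher (0.32, adjusted p = 0.013 from limma). *Ids* (-0.18, adjusted p = 0.0771) and *Tmem185a* (-0.23, adjusted p = 0.103) did not pass, and these neighbours were also named after their values were seen. Among 121 zinc finger protein genes, 10 were higher, including *Zfp41* (0.55, adjusted p = 0.00199), and 12 were lower, including *Zfp672* (-0.38, adjusted p = 0.00352), and among 22 genes for Trim28 and its silencing partners, 0 were higher and 3 were lower, with camera adjusted p of 0.482 and 0.396. The zinc finger protein genes had a median of -0.11 with the background sets as a block, and camera gave an adjusted p of 0.00954, downward (adjusted p = 0.516 with an estimated correlation). With median scaling they had 2 higher and 43 lower, and the silencing partners 0 higher and 8 lower. That scaling gave 35 higher and 2526 lower among all 7302 genes.

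The spread between arrays was narrower in *Trim28 MommeD9/+* than in *Trim28+/+*, with a median log2 ratio of SDs of -0.39 over the genes tested (a ratio of 0.761). An approximate permutation test of residuals over all splits of the arrays gave p = 0.0049, two-sided. Of the genes, 29.6% had the wider spread in *Trim28 MommeD9/+*. Without *Trim28+/+* replicate 1 the median was -0.33 (permutation test of residuals, p = 0.00466). These spreads describe arrays and not mice, since technical replicates are counted among them. With median scaling the difference did not pass (-0.26, permutation test of residuals, p = 0.249).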
